A study of Arabidopsis thaliana with 50 samples.

How the data were processed

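Small RNAs were sequenced from stems of Arabidopsis thaliana around which the parasitic plant Cuscuta campestris, a dodder, had coiled. RNA was prepared with TRI-reagent and precipitated again, and libraries were built by randomized splint ligation, per the labels' protocols. In that method an adapter with a random overhang pairs with the end of the RNA before ligation. Reads come from a mixture of host and parasite tissue, so the proportion of the tissues enters each value given per library. The 50 libraries were grouped by the day in their labels, with 1 host stem library that carried no parasite kept apart as background.

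The deposited table gives a raw count of reads for each of 164 loci in each library, per the file header, and 2 totals of mapped reads per library. One total accompanies the 156 parasite loci and the other the 8 host loci. They are called parasite-mapped and host-mapped totals here. The authors also deposited an RPM value, the read count scaled to 1e+06 mapped reads. It equalled the read count over the matching total, so scaled, in 8200 of 8200 entries, within a tolerance of 1e-09. The aligner, the treatment of reads that map to several places and the rule by which loci were chosen are not given in the sources used here. A table of preselected loci is not a whole small RNA population, and the scaling of counts depends on that. No library held identical values to another, and the number of values of samples outside the series was 0.

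Locus coordinates are those of the deposited table, 1-based. Parasite loci lie on scaffolds of the assembly whose name the table gives as Ccam0.32, and no annotation of it was used here. For host loci the table names chromosomes only and the build is not given in the sources used here. All 8 host loci lay inside the gene of the same identifier in the TAIR10.1 annotation, from which exon and intron shares were taken.

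Differential abundance was tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F-test on the counts as deposited. With TMM, library sizes were parasite-mapped totals for all loci, host loci included, multiplied by TMM factors taken over all loci. With library totals alone, they were parasite-mapped totals for parasite loci and host-mapped totals for host loci. Filtering with filterByExpr kept 164 of 164 loci. The models fitted were all days as a factor, day as a number (log2 change per day), and each later day against day 0. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. TMM assumes that most loci do not change, and its mean factor was 0.0135 at day 0 and 4.60 at day 4. It therefore removed most of a rise that nearly all parasite loci shared, and the same fit with library totals alone is given beside it. Using 1 library size per organism in the fit with library totals was a choice made once the table had been read, because the table holds 2 totals.

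The models were tested on simulated data of 164 loci with the real means and totals. With 40 changed loci, the test over all days recovered 33 of them with 1 false call among 124 unchanged loci, and the test on day as a number recovered 20 of 20 with 0 false calls. For single days against day 0, 13, 12 and 13 of 20 loci with a 4-fold step were recovered at days 2, 6 and 12, with 2, 4 and 5 false calls among 124. In a simulated day 6 comparison, 144 loci rose together by 200-fold. TMM called 7 of the 144 higher and all 16 of the loci scored as unchanged, whereas library totals called 144 of 144 and 0 of 16. These sets do not cover all 164 simulated loci.

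Per-library measures were the parasite-mapped share of mapped reads, the share of parasite-mapped reads on the 156 parasite loci, and reads on the 8 host loci in RPM of host-mapped reads. Their relation to day was measured by Pearson's r and Spearman's rho with two-sided permutation tests of 100000 resamples, for which 2e-05 is the smallest p they can give. These made a family of 6 tests. For the share on parasite loci, days 0 and 1 formed a separate cluster near 0, so its correlation was taken within days 2 to 14. This restriction rests on the data, and no correlation over all days is given for that share of parasite-mapped reads. Pairs of days were compared by two-sided exact permutation tests in a family of 42, with 14 pairs of days for each of the 3 measures, adjusted over all 42. With 4 libraries against 4 the smallest possible p is 0.0286, and with 4 against 3 it is 0.0571. Intervals for single libraries are exact 95% intervals (Clopper-Pearson) and the floor for a count of 0 is 3 counts. Both cover counting error only, since reads amplified by PCR are not independent molecules.

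Before the data were examined, the grouping, the tests of loci and of correlation with day, the alternatives and the rule for naming loci were fixed. The exact tests between pairs of days were not part of that plan. The plan left out the 2 libraries farthest from the median day, and because of ties 6 were left out. Named loci are the 5 largest rises and 5 largest falls per day among loci past the threshold with a mean of at least 10 CPM, the locus with the lowest p over all days, and all members of 5 parasite families chosen in advance together with conserved plant families. Of these, miR12480, miR12494, miR12495 and miR12497 gave values here. Because 2 totals exist, CPM was taken as RPM. The rule gave 24 loci.

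The alternatives were DESeq2 size factors within edgeR, library totals with no TMM factor, TMM factors within each organism, DESeq2 1.42.0, a filter of at least 10 CPM, the replicate letter as a block, leaving out each library in turn, and day on a log2(day + 1) scale. Other denominators, day means and removal of the most abundant locus were used for the per-library measures. Alternatives chosen after seeing the data were the ending of the library name as a term, removal of the 7 libraries whose name has no ending, days 2 to 14 only, days 4 to 14 only, the host loci as a share of reads on the listed loci within days 2 to 14, and RPM over reads mapped to either genome. A planned ratio of parasite miRNA classes was not run, because the table holds 1 class of parasite locus. Summaries and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.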

Results

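Small RNA reads were counted over 15 days in the zone where Cuscuta campestris, a rootless parasitic vine that taps its host through feeding organs called haustoria, was attached to inflorescence stems of Arabidopsis thaliana. Day 0 was the day on which a seedling had wrapped round the stem. The time course held 49 interface libraries, with 4 libraries on each of 5 days, 3 on each of 9 days and 2 on day 14. A library from host stem alone, without a replicate, served as background. Parasite-mapped totals of the interface libraries ran from 636075 to 8015775 reads and host-mapped totals from 958935 to 6788488. The host stem library had 1830719 and 4619727 such reads. Reads on the 164 listed loci ran from 438 to 579897 per interface library, and libraries of days 0 and 1 lay at the low end.

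Parasite loci were 80 to 130 nt long, with a median of 89 nt. The table names 64 of them as miR and 92 as IIM loci, and 39 families with more than 1 locus held 92 of the 156. Reads of loci within a family can be exchanged between near-identical copies, so single members are uncertain. The 8 host loci are described in the table as secondary siRNA loci.

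Replicates were compared before averaging. Of 58 pairs of libraries from the same day, 3 did not differ detectably over the loci in a chi-square test, namely day 0 a and d (p = 0.353), day 0 b and c (p = 0.205) and day 1 a and b (p = 0.277). When all other mapped reads were included, all 58 pairs differed and the highest p was 0.0132, so libraries were kept as labelled. This test sets libraries against counting noise and does not show that they come from separate plants. The series text speaks of 1 to 3 replicates for each day, fewer than the 4 libraries that titles give on 5 days. The names of 7 libraries lacked the ending that the other 42 interface libraries carried. These 7 libraries differed from the rest of their days at 36 loci in edgeR (13 higher, 23 lower, adjusted over 164 loci), so results are also given without them.

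The first comparison asked how the balance of parasite and host reads moved with time. The parasite-mapped share of mapped reads was 30.0% ± 6.20 (SD, n = 4) at day 0, 35.9% ± 1.59 (SD, n = 3) at day 4, 50.9% ± 4.84 (SD, n = 4) at day 6 and 78.0% ± 0.851 (SD, n = 2) at day 14. In the host stem library 28.4% of mapped reads were counted as parasite-mapped, which lies within the day 0 range of 24.0% to 35.4% and below the day 1 range of 30.5% to 37.6%. The share rose with day (Pearson's r = 0.915, Spearman's rho = 0.917, n = 49, permutation p = 2e-05 for both, the smallest they can give, adjusted 3e-05). Without the 6 libraries farthest from the median day r was 0.890 (n = 43). Within replicate letters a, b and c it was 0.915, 0.956 and 0.891. Within library names with and without the ending it was 0.915 and 0.960. Restriction to days 4 to 14 moved it most, to 0.841.

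The second comparison asked when the listed parasite loci became abundant. Their summed level was 325.6 ± 70.3 RPM (SD, n = 4) at day 0 and 426 ± 158 RPM (SD, n = 3) at day 1, a difference within the replicate spread (exact permutation p = 0.343, adjusted 0.450). At day 2 it was 66774 ± 7499 RPM (SD, n = 4), which is 156.7 times the day 1 mean. The ranges of days 1 and 2 did not overlap. The exact permutation p for 4 against 3 libraries was 0.0571, the smallest possible, and 0.104 after adjustment. Day 2 against day 0, also with separate ranges, gave an exact permutation p of 0.0286, again the smallest possible, and 0.0571 after adjustment. Across all 42 pairwise tests of days, 21 had a raw p below the threshold of 0.05 and 0 had an adjusted p below it, since 0.0571 was the smallest adjusted value.

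The level reached its highest mean at day 4, with 189973 ± 49077 RPM (SD, n = 3). It was 127240 ± 25387 RPM (SD, n = 4) at day 6, 85746 ± 10319 RPM (SD, n = 4) at day 10 and 74676 ± 7609 RPM (SD, n = 2) at day 14, so that the day 4 mean was 2.54 times the day 14 mean. Relative to reads mapped to either genome it was 1.18 times the day 14 mean. The host stem library, without parasite, also had 28.4% of its mapped reads counted as parasite-mapped. Part of the parasite-mapped total may thus be host RNA, with a larger part on early days. Levels in RPM may then not compare alike between early and late days, and the size of this effect was not tested. Day 6 and day 12 had separate ranges (exact permutation p = 0.0286, the smallest possible, adjusted 0.0571). The highest day mean fell on day 4 for 109 of the 156 loci and on day 3 for 40. The locus miR12490a alone held 20.9% of reads on parasite loci, and the 10 most abundant loci held 45.8%. The host stem library held 116 reads on parasite loci, or 63.4 RPM (exact 95% interval 52.4 to 76.0).

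Within days 2 to 14 the share of parasite-mapped reads on these loci fell with day (r = -0.439, permutation p = 0.0031, adjusted 0.0037, rho = -0.346, permutation p = 0.026, adjusted 0.026, n = 42). Without the 6 libraries farthest from the median day r was -0.690 (n = 36). Within replicate letters a, b and c it was -0.430, -0.477 and -0.527, with permutation p of 0.15, 0.099 and 0.074, so the relation did not pass 0.05 within a single letter. Within library names with the ending it was -0.460 (permutation p = 0.0041, n = 36), and without it -0.247 (permutation p = 0.57, n = 6), which is not detectable. Relative to reads mapped to either genome the relation changed sign and was not detectable (r = 0.171, permutation p = 0.28). The direction therefore depended on the denominator, and host RNA among parasite-mapped reads could add to the fall.

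**Figure D1:**
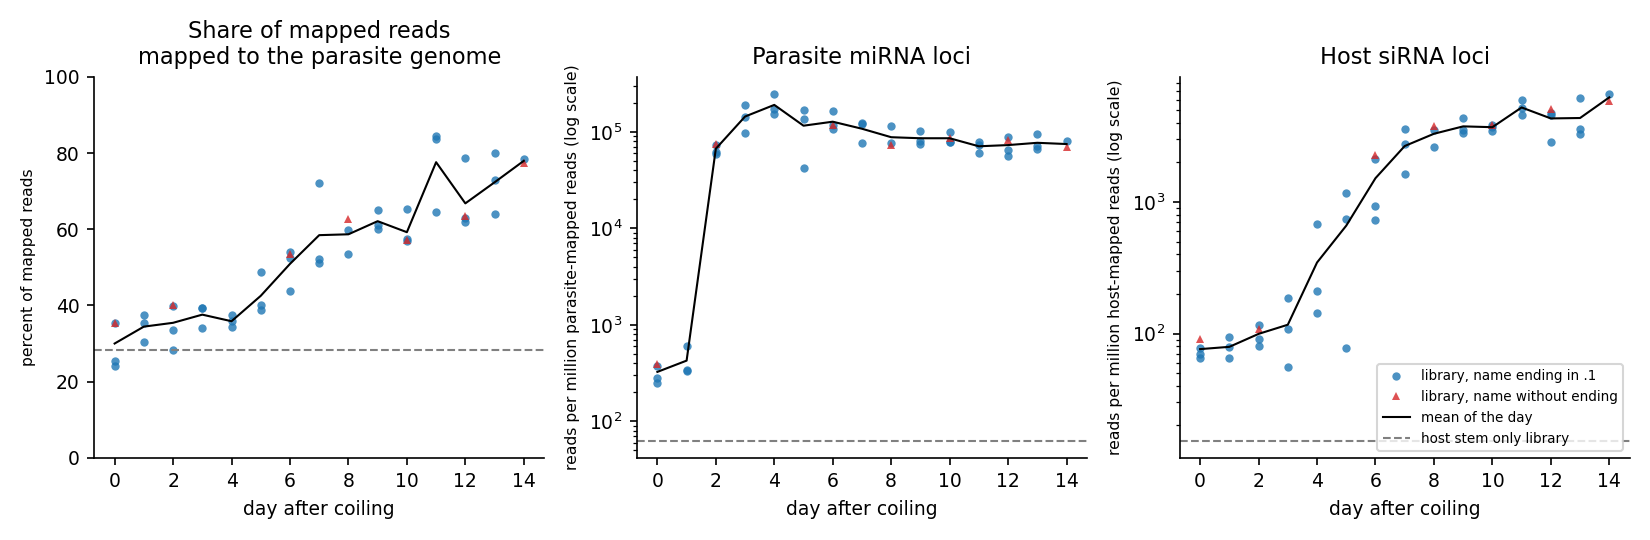
Each point is 1 library plotted against day, with the parasite-mapped share in percent, the summed parasite loci in RPM on a log axis and the summed host loci in RPM on a log axis. Black lines join day means, circles and triangles mark library names with and without the ending, and dashed lines give the host stem library, with the parasite loci rising from 426 RPM at day 1 to 66774 RPM at day 2.

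By summed level the host loci rose later than the parasite loci, a difference in timing that was not tested. At day 0 the host sum was mostly AFB2 and AFB3, with 72.9 RPM together, so it says little on the other host loci. The summed level of the host loci was 76.2 ± 11.2 RPM (SD, n = 4) at day 0, 99.5 ± 16.5 RPM (SD, n = 4) at day 2, 347 ± 294 RPM (SD, n = 3) at day 4, 1520 ± 799 RPM (SD, n = 4) at day 6 and 6258 ± 509 RPM (SD, n = 2) at day 14. The day 4 mean rests on day 4 b, with 685 RPM against 212 and 145 RPM in the others, and was 178 RPM without it. Day 2 and day 0 overlapped (exact permutation p = 0.0857, adjusted 0.15), whereas days 6 and 0 did not (exact permutation p = 0.0286, the smallest possible, adjusted 0.0571). The level rose with day (r = 0.922, rho = 0.921, n = 49, permutation p = 2e-05 for both, the smallest they can give, adjusted 3e-05). Without the 6 farthest libraries r was 0.911 (n = 43), and within letters a, b and c it was 0.933, 0.914 and 0.905. Within library names with and without the ending it was 0.912 and 0.988. As a share of reads on the listed loci, host loci held 20.3% to 45.4% in the 7 libraries of days 0 and 1 and 0.219% to 0.330% at day 2, when the parasite loci had risen. Within days 2 to 14 this share rose with day (r = 0.801, rho = 0.768, n = 42, permutation p = 2e-05 for both, the smallest they can give), to 2.21% and 2.43% at day 14. The host stem library had 71 reads on these loci, or 15.4 RPM (exact 95% interval 12.0 to 19.4).

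Each locus was then tested across days. With TMM factors, edgeR found 136 of 164 loci that changed over days 0 to 14 (128 parasite and 8 host loci), and with library totals alone 163. Against day 0, no locus passed the adjusted threshold at day 1 by edgeR (0 loci, with 18 at an unadjusted p under 0.05), and DESeq2 called 1, miR12495a, which shares reads with a near-identical copy. At day 2 TMM gave 90 loci, 63 higher and 27 lower, and library totals gave 154, all higher. The count with TMM stayed between 89 and 96 from day 3 to day 14. With library totals it was 160 at day 3 and 162 to 164 from day 4 on, with 0 lower on each of these days. The scaling moved the median log2 difference of all loci by 6.75 at day 2 and by 8.17 at day 4. A lower call under TMM is therefore relative to that shift. Under TMM the median locus still lay above day 0, by 1.21 log2 at day 2 and 1.17 at day 4. The 27 lower calls at day 2 were 20 parasite and 7 host loci. With library totals all parasite loci were higher at day 2 than at day 0, by at least 0.54 log2, whereas host loci differed by -0.97 to 2.36 log2 and 0 of 8 were called (0 at an unadjusted p under 0.05). Without the 7 libraries lacking the name ending, TMM called 77 loci at day 2.

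**Figure D2:**
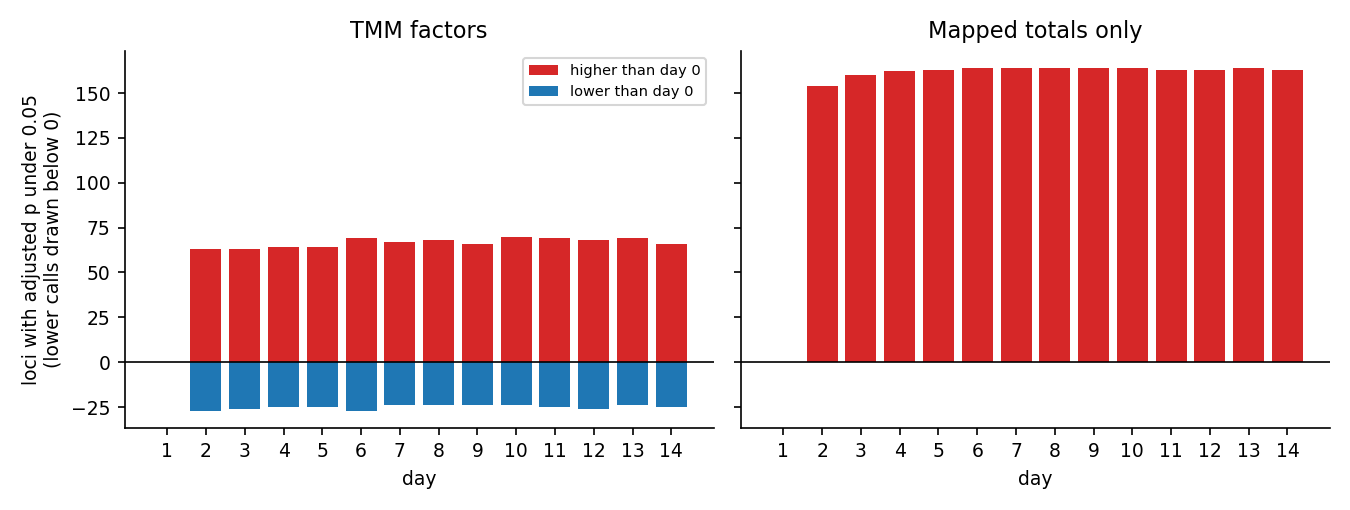
Loci called higher or lower than day 0 on each later day by edgeR, as the number of loci on the vertical axis, with TMM factors in 1 panel and mapped totals in the other. With TMM 63 loci were higher and 27 lower at day 2, and with mapped totals 154 were higher and 0 lower.

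By mapped totals, the first day on which a parasite locus was called higher than day 0 was day 2 for 154 loci and day 3 for 2 loci. For host loci it was day 3 for TIR1, HSFB4, BIK1 and Tudor1, day 4 for SEOR1 and AT5G60570, day 5 for AFB2 and day 6 for AFB3. These first days depend on the number of reads at day 0, and a test of the difference in timing between loci was not run.

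For day as a number, TMM gave 63 rising and 45 falling loci, and library totals gave 12 rising and 8 falling. DESeq2 moved these counts to 33 and 87. Over days 2 to 14, 55 parasite loci rose and 65 fell with TMM, against 3 and 115 with library totals, and host loci rose in 8 of 8 cases with either.

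With TMM, the rising loci with the largest change per day were all host loci, whose counts that fit scaled by parasite-mapped totals. HSFB4 (AT1G46264, chromosome 1, 17225416 to 17226187, 99.5% coding sequence) rose by 0.52 ± 0.10 log2 per day (SE, edgeR adjusted p = 1.11e-05). BIK1 (AT2G39660, chromosome 2, 16532607 to 16533912, 56.4% coding and 19.8% intron) rose by 0.51 ± 0.05 (edgeR adjusted p = 2.18e-11). SEOR1 (AT3G01680, chromosome 3, 254485 to 255396) rose by 0.43 ± 0.06, AT5G60570 (chromosome 5, 24349419 to 24350055) by 0.34 ± 0.06 and TIR1 (AT3G62980, chromosome 3, 23273740 to 23276182, 37.6% intron) by 0.31 ± 0.07. These 5 also rose with library totals, by 0.63 to 0.90 per day. DESeq2 left AT5G60570 at 0.03, short of its threshold.

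AFB2 (AT3G26810, chromosome 3, 9868405 to 9870649) and AFB3 (AT1G12820, chromosome 1, 4368776 to 4370695) fell with TMM, by 0.42 per day each, but rose with library totals, by 0.30 and 0.32 per day, and over days 2 to 14 with TMM, by 0.15 and 0.20. With TMM, AFB3 also had the lowest p over all days (edgeR adjusted p = 1.22e-28), and AFB2 had the same adjusted p. At day 2 against day 0, AFB3 stood at -7.25 log2 with TMM. With library totals it stood at 0.24 log2 (edgeR adjusted p = 0.54). The low p with TMM thus reflects the scaling in part. In RPM, AFB2 went from 34.8 ± 4.11 (SD, n = 4) at day 0 to 452 ± 45.4 (SD, n = 2) at day 14, and AFB3 from 38.2 ± 8.37 (SD, n = 4) to 621 ± 58.7 (SD, n = 2). TIR1 went from 1.07 ± 0.551 RPM (SD, n = 4) to 3270 ± 238 RPM (SD, n = 2) over the same days. In the host stem library AFB2 had 21 reads, AFB3 25, TIR1 13 and HSFB4 1, while BIK1 and SEOR1 had 0, which allows up to 0.649 RPM each.

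**Figure D3:**
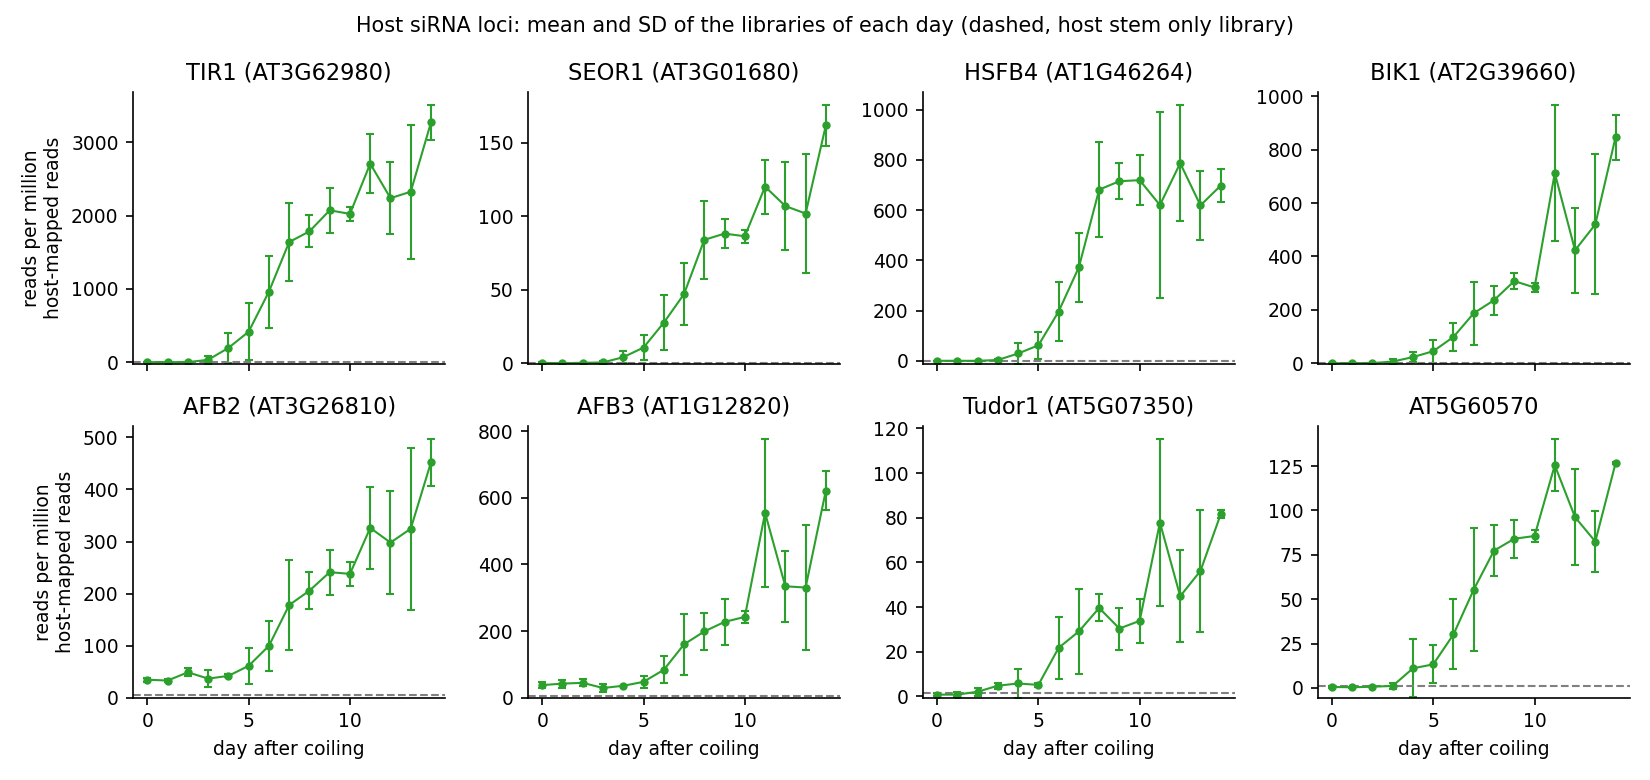
Mean ± SD of each of the 8 host loci by day, in RPM of host-mapped reads on a linear axis that differs between panels, with the host stem library as a dashed line. TIR1 reached 3270 RPM at day 14, and AFB2 and AFB3 started from 34.8 and 38.2 RPM at day 0.

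The 3 falling parasite loci named by the rule were IIM-89 (scaffold121, 679820 to 679908), which fell by 0.31 ± 0.03 log2 per day, IIM-84 (scaffold64, 1563009 to 1563101), which fell by 0.26 ± 0.03, and IIM-86a (scaffold3656, 4087 to 4176), which fell by 0.23 ± 0.02. They also fell with library totals, by 0.31, 0.24 and 0.22. IIM-89 had 0.167 ± 0.333 RPM (SD, n = 4) at day 0, from 1 read, 132 ± 78.0 RPM (SD, n = 3) at day 3 and 7.43 ± 0.174 RPM (SD, n = 2) at day 14, so the fall per day describes the days after its rise.

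Of the 14 loci of families miR12480, miR12494, miR12495 and miR12497, chosen in advance, TMM called 11 as changed over days both adjusted over the list alone and adjusted over all loci. For day as a number it called 6 in both cases, 4 rising and 2 falling, and library totals called 1. The rising loci were miR12497e (scaffold13b, 602934 to 603020, 0.21 ± 0.03 log2 per day), miR12480b (scaffold136, 450406 to 450492, 0.13 ± 0.02), miR12497a (scaffold13b, 575648 to 575736, 0.10 ± 0.03) and miR12497f (scaffold111, 801311 to 801398, 0.09 ± 0.03). The falling loci were miR12480a (scaffold14b, 1771217 to 1771324, -0.13 ± 0.01) and miR12480c (scaffold14b, 1787387 to 1787474, -0.12 ± 0.01). The other 8 loci, miR12494a and b, miR12495a and b, and miR12497b, c, d and g, had no detectable trend with TMM. For miR12495a and b, reads of single libraries moved almost wholly from one copy to the other, so their single values are uncertain.

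**Figure D4:**
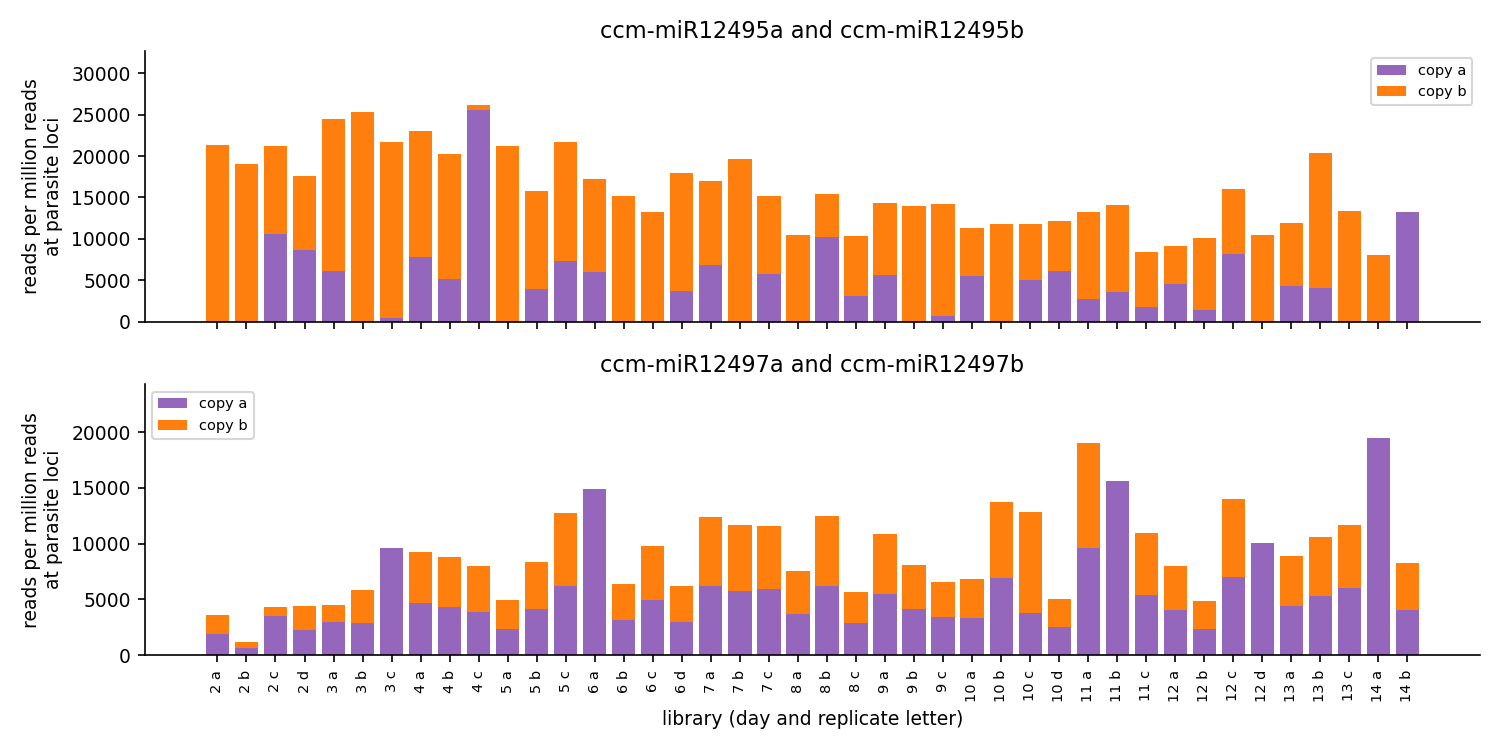
Stacked bars per library, on a linear axis of reads per 1e+06 reads at parasite loci, of the pairs miR12495a and b and miR12497a and b from day 2 on. In 15 of 42 libraries miR12495a held under 5% of the reads of its pair, and in 2 libraries miR12495b did.

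The loci seen in the host stem library were counted as a measure of background. It had at least 1 read at 56 of 156 parasite loci and at least 3 reads at 8. Interface libraries with a larger parasite-mapped total were thinned to that of the host stem library and the others were kept whole. They had reads at 70 to 101 loci at days 0 and 1 and at 154 to 156 loci from day 2 on. The 2 loci with the most reads in the host stem library were miR12490a with 25 and miR12487b with 11 reads.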

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

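The search for stray libraries was set beforehand, whereas every test of an explanation in this part was chosen after the stray libraries had been seen. Each library named here lay far from the other 3 of its day, with a gap to the nearest, as a share of the day's range, above Dixon's 95% critical value. Days with 2 or 3 libraries were not tested, which left 5 days. Chance gives such a library in about 1 of 20 groups. Here 14 of 138 groups held one, or 10.1% (exact 95% interval 5.66 to 16.4). Simulated groups of 4 independent values held one in 4.63% of cases. Groups in which 1 value was an exact copy of another held one in 19.9%, as could arise if the d library came from the RNA of replicate a. Neither value lies in the interval. It treats loci measured in the same libraries as independent groups, so it is too narrow by an unknown amount, and the number of stray libraries decides for neither.

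The parasite-mapped share stood apart in 3 libraries. It was 43.7% in day 6 b, against 52.4% to 54.0% in the others, 65.3% in day 10 b, against 56.9% to 57.4%, and 78.7% in day 12 c, against 61.9% to 63.6%. At all 3 days replicates a and d lay within 0.577 percentage points of each other. A different amount of parasite tissue in the dissected piece was not tested, and no biological explanation was tested within a day.

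Of the stray libraries, 2 rest on 1 read each. BIK1 (AT2G39660) was 0.223 RPM in day 0 c and 0 in the others, from 1 read (exact binomial p = 0.322). IIM-89 was 0.667 RPM in day 0 b and 0 in the others, also from 1 read (exact binomial p = 0.268). With 1 read the test had no way to reach a p under 0.05, so it leaves counting error open for both. The p was lower for 2 other loci with few reads. The locus miR12497d in day 0 a had 2.54 RPM against 0 and all 4 reads of the day (exact binomial p = 0.00629). The locus miR12497e in day 0 a had 4.45 RPM against 0 to 0.658 and 7 of 8 reads (exact binomial p = 0.000847). These loci were picked as the extremes among 138 groups, so the p-values are too small by an unknown amount. Counting error therefore stays open for miR12497d and miR12497e as well.

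Among the stray libraries with more reads, counting error alone was argued against for IIM-89 in day 2 c and IIM-86a in day 10 a. It stays open for BIK1 in day 10 b and Tudor1 in day 2 d, whose p-values are modest for extremes among 138 groups. BIK1 was 311 RPM in day 10 b against 272 to 278 (exact binomial p = 0.00211), with the same library highest in parasite share. IIM-89 was 81.3 RPM in day 2 c against 144 to 147 (exact binomial p = 1.92e-14). IIM-86a was 16.0 RPM in day 10 a against 4.53 to 5.98, from 53 of 121 reads (exact binomial p = 3.11e-09). Tudor1 (AT5G07350) was 4.82 RPM in day 2 d against 1.10 to 1.33, from 12 of 29 reads (exact binomial p = 0.000635), and this library is one of those without a name ending. Variation between plants and between library preparations stays open for these, as neither was tested.

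AFB3 (AT1G12820) was 176 RPM in day 12 b against 381 to 391 (exact binomial p = 1.83e-46). This argues against counting error alone. A lower level of all host loci in that library was weighed, since its summed host loci were also lowest. AFB3 in day 12 b was 0.454 times the mean of the other 3 libraries, and the other 7 host loci were 0.466 to 0.731 times theirs, with 6 of 7 lowest in this library and HSFB4 the exception. AFB3 over the sum of the other 7 was 0.0652 in day 12 b against 0.0834 to 0.0900 in the others. Set against single loci, the ratio lay within the range of the other libraries for 3 of 7, namely BIK1, AFB2 and Tudor1. A common lowering and a stronger one at AFB3 cannot be told apart, since the outcome depends on the locus used for comparison.

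The remaining 2 cases concern near-identical copies. The locus miR12497a was 1771 RPM in day 6 a against 351 to 531, and day 6 a is 1 of 5 libraries in which miR12497b held under 5% of the pair. The locus miR12495b was 923 RPM in day 10 b against 524 to 575, in a library where miR12495a held under 5%. Placement of shared reads on either copy may give both values. For miR12495 the sum of the copies had a within-day spread of 0.26 log2, against 5.47 and 1.70 for the single copies, which is what exchange of reads predicts. For miR12497 the sum still had a spread of 0.58 log2, above 91.7% of parasite loci, so exchange and a real difference cannot be told apart there.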

How the results depend on the processing

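Chosen after the data were seen were the settings with the library name ending, without the 7 libraries that lack it, over days 2 to 14 or 4 to 14, as a share of reads on the listed loci within days 2 to 14, and relative to reads mapped to either genome. The number of loci that changed over days was 122 to 163 in the 8 other settings, 133 to 139 when 1 library at a time was left out, and 136 as reported. Each stayed within 1.5 times of it.

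Scaling moved the direction of change most. Rising loci numbered 63 as reported, 36 with DESeq2 size factors, 33 with DESeq2, 12 with library totals, and 11 over days 2 to 14 with library totals. Falling loci numbered 45 as reported and 73, 87, 8 and 115 in the same settings. In the other settings rising loci numbered 60 to 73 and falling loci 38 to 65, and leaving out single libraries gave 62 to 65 and 44 to 47. Against day 0, library totals gave 154, 160, 162 and 163 loci at days 2, 3, 4 and 5, 164 at days 6 to 10 and 13, and 163 at days 11, 12 and 14, all higher. The cause lies in the construction of TMM, which takes the shared rise of parasite loci as a difference in library size. When 144 simulated loci were raised together, library totals called all 144 and TMM called 7 of them. At day 6 TMM called 69 of 156 parasite loci higher and 22 lower. The simulation therefore gave the contrast in direction only. Without the 7 libraries that lack the name ending, 76 (day 8) to 86 (day 11) loci were called from day 2 on, with 77 at day 2. The 83 at day 14 then rest on 1 library, which is assumed to vary like those of the other days.

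At day 1 the count was 0 as reported, 1 with DESeq2 and 0 to 1 when single libraries were left out, with the 1 call arising without day 0 replicate c. The cause was not tested. At no other day did leaving out a library move a count by 1.5 times.

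AFB2 (AT3G26810) reversed to 0.30 log2 per day with library totals, 0.15 over days 2 to 14 and 0.30 over days 2 to 14 with library totals. AFB3 (AT1G12820) reversed to 0.32, 0.20 and 0.36. With DESeq2 miR12497g reversed to -0.16, miR12497c to -0.073, miR12497d to -0.032 and miR12495b to -0.023. With DESeq2 size factors miR12497c reversed to -0.025, miR12497d to -0.035, miR12495a to -0.017 and miR12495b to -0.035. With library totals miR12495a reversed to -0.063, miR12495b to -0.047, miR12494b to -0.024 and miR12494a to 0.0017. Over days 2 to 14 miR12495a reversed to -0.017, miR12495b to -0.063 and miR12494b to -0.019. Over days 2 to 14 with library totals miR12480b reversed to -0.012, miR12497b to -0.023, miR12497d to -0.11, miR12497g to -0.0036, miR12495a to -0.17, miR12495b to -0.17 and miR12494b to -0.14. On the log2(day + 1) scale miR12497c reversed to -0.17. Without the 7 libraries lacking the name ending miR12497d reversed to -0.0058 and miR12495a to -0.016. The fits over all days with library totals or DESeq2 size factors differed from the reported one in scaling alone. Beyond that, the cause of the reversals was not tested. These are 31 reversals at 11 loci, of which 12 passed the threshold in the alternative, and apart from AFB2, AFB3 and miR12480b the loci had no called trend as reported. Among the other values of named loci, 264 kept their direction and side of the threshold, 9 fell short of it and 6 passed it. When 1 library at a time was left out, 23 of 24 loci kept both in 49 of 49 fits, while miR12495a ran from -0.017, a reversal without day 14 replicate b, to 0.059.

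For the correlations with day, day means, other denominators and day ranges, the block and removal of the 7 libraries gave r of 0.841 to 0.966 for the parasite share (4 settings), -0.682 to -0.441 for the share on parasite loci (5 settings) and 0.801 to 0.959 for the host loci (7 settings). Of reads on the listed loci the parasite share is fixed by the host share, so that setting (0.801, and -0.801 for the parasite loci) is counted once, for the host loci. There were 2 exceptions. Relative to reads mapped to either genome, r for the parasite loci was 0.171 (permutation p = 0.28), since the parasite share of that total rises with day. As a share of reads on the listed loci over all days, r for the host loci was -0.527. This rests on days 0 and 1, where the share was 20.3% to 45.4%, and within days 2 to 14 r was 0.801. Leaving out 1 library at a time gave 0.910 to 0.928, -0.498 to -0.401 and 0.917 to 0.931 for the 3 measures. Within replicate letters or library name endings r was 0.891 to 0.960, -0.527 to -0.247 and 0.905 to 0.988, and for the parasite loci only the libraries with the ending passed 0.05. The number of parasite loci seen in the host stem library was 56 from 1 count, 8 from 3 counts and 26 when thinned to the smallest interface total, so depth limits it.

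The replicate letters do not pair libraries. Deviations of libraries with the same letter had a median correlation of -0.033 over 228 pairs (range -0.710 to 0.863), against 0.028 for other letters. With the letter as a replicate block, 138 loci changed over days, 64 rose and 45 fell, and r was 0.917, -0.441 and 0.923 for the 3 measures.

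The filter that keeps loci with at least 1 count removed no locus, and no library lay far enough below the median total to be left out, so neither gave a separate value. The ratio of parasite miRNA classes was not run.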

Other observations

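All tests in this part were chosen after the patterns had been seen, including the counts of other splits of the libraries.

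Other arrangements of the libraries were counted for each number of called loci. Among 100 arrangements of the day labels, 1, the real one, gave as many loci that changed, rose or fell. The highest other counts were 28, 3 and 4. For single days against day 0, 35 splits were used. At days 2 to 13 only 1 of 35 splits, the real one, reached the observed count. At day 1 the observed count was 0, which all 35 of 35 splits reach by construction, so this test says nothing there. Other splits came close on days with 3 libraries, with up to 85 loci at day 11 against 94 in the real split.

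The 7 libraries without a name ending may be a separate library batch. With the name ending as a term, 36 loci were called, 13 higher and 23 lower, and 1 of 100 shuffles within days, the real one, reached that number, while the others gave at most 0. IIM-93 differed by -2.43 log2, with 22.7 to 26.4 RPM in the 6 such libraries from day 2 on and 43.1 to 321 RPM in the 36 others. Loci of this kind, chosen for the pattern, describe it and do not explain it.

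These libraries could also be second preparations from the RNA of replicate a. In 6 of 6 days with a choice, replicate a was the nearest library by host loci, which chance would give with a probability of 0.00206. The root mean square log2 distance was 0.0527 to 0.266 to replicate a and 0.210 to 1.62 to the others. By parasite-mapped share replicate a was nearest in 5 of 6 days, with a median difference of 0.504 against 9.08 percentage points. The listed loci bear this out less well. By the same distance over parasite loci replicate a was nearest in 5 of 6 days, the exception being day 2, with 0.76 to replicate c against 0.90. By chi-square per degree of freedom over all listed loci, which also grows with depth, it was nearest in 4 of 6 days. At day 2 that value was 38.0 to replicate c against 50.4, and at day 12 it was 59.9 to replicate b against 97.0. With all other mapped reads included, chi-square was lowest to replicate a in 6 of 6 days. It was 8073 against 59368.5 to replicate c at day 2, and 17281 against 17476.5 to replicate c at day 10. That chi-square also takes in the balance of parasite and host reads. Whether these are second preparations therefore stays open. The series text speaks of 1 to 3 replicates for each day. If these libraries are second preparations, days 0, 2, 6, 10 and 12 would hold 3 independent plants and not 4, day 8 would hold 2 and day 14 would hold 1. Each n = 4 and each exact test of 4 against 4 libraries in the report would then count a plant more than once. Without these libraries the parasite loci were 64346 ± 6999 RPM (SD, n = 3) at day 2 and 80057 RPM at day 14, from 1 library.

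For 2 further pairs of near-identical loci, exchange of reads was weighed and argued against as a full account. IIM-5a fell to under 5% of its pair in 5 libraries, yet IIM-5b varied by only 0.24 log2 within days. The locus miR12489a did so in 3 libraries, while miR12489b varied by 0.36 log2. Their sums varied by 0.40 and 0.41 log2, more than the second copy alone, so reads missing at the first were not fully regained at the second. For IIM-5 a partial gain stays open. IIM-5a was low in day 2 c, 2 d, 3 b, 6 d and 8 c, and 2 d, 6 d and 8 c lack the name ending. IIM-5b was higher in libraries without the ending, by 0.334 log2 (edgeR adjusted p = 0.0228). A sequence difference between plants at the first copy was not tested either.

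Reads on parasite loci in the host stem library may be carry-over from interface libraries. Their profile over loci had a Spearman rho of 0.668 with the pooled profile of days 2 to 14, within the 0.550 to 0.698 of 1000 samples of 116 reads drawn from that pool. The locus miR12490a held 21.6% of these reads against 20.9% in the pool. Reads at days 0 and 1 differ from this. Their rho was 0.218 to 0.463, below the 0.735 to 0.905 of simulated carry-over, which argues against carry-over as their main source. Low expression of these loci before the haustorium forms stays open.

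The ratio of BIK1 to HSFB4 followed log2 parasite over host reads within days 7 to 14 (r = 0.912, permutation p = 0.00056, n = 25 libraries, and 0.925 over 21 libraries with the name ending). BIK1 and HSFB4 had the highest and the lowest r of the 8 host loci. The p does not allow for that choice of pair and is too small by an unknown amount. A lower host share alone would dilute both loci alike. HSFB4 had r = -0.357 and the other loci 0.535 to 0.890. Host-mapped reads enter both sides of these r values, which can raise all of them, so their level says nothing on dilution. The difference between HSFB4 and the other loci argues against dilution as the cause. Parasite RNA of constant level mapping to BIK1 is also argued against, since days 0 to 2 gave 0.739 RPM of BIK1 over parasite-mapped reads (13 reads), while 181 at days 7 to 14 would predict 3195 reads. A parasite transcript that appears late, or a response of the host locus to the amount of parasite, could remain. Neither was tested.

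Day 5 a resembled day 2 by its locus profile (nearest day 2), with 42529 RPM on parasite loci and 78.1 RPM on host loci. Among libraries of days 2 to 6, 14 of 17 had a nearest day within 1 day of their own, the exceptions being day 3 c, day 5 a and day 6 d. Among libraries of days 7 to 14 only 9 of 25 did so, and 8 of all 42 libraries were off by 3 days or more, so such a distance is not rare later in the series. A mislabelled sample and a slower attachment cannot be told apart from 1 library, since both predict an earlier profile.

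AFB2 and AFB3 together had 72.9 ± 12.2 RPM (SD, n = 4) at day 0 against 9.96 RPM in the host stem library (exact 95% interval 7.29 to 13.3), a ratio of 7.32. A difference in depth would raise all host loci alike, but the other 6 had a ratio of 0.600, which argues against it. The host stem library is a single library with another name ending, so batch and the presence of a parasite are confounded. That these loci could already make siRNA in a coiled stem is a hypothesis and was not tested further.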
